A study of Caenorhabditis elegans with 45 samples.

How the data were processed

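Polyadenylated RNA of whole young adult hermaphrodites of the nematode Caenorhabditis elegans was measured by RNA sequencing in 45 libraries. Per the labels, the libraries belong to 9 genotypes with 5 biological replicates each, lettered A to E. The genotypes were the wild-type strain N2, egl-9, egl-9 hif-1, smg-1, smg-1 egl-9, smg-1 egl-9 hif-1, smg-2, smg-2 egl-9 and smg-2 egl-9 hif-1. EGL-9 is the prolyl hydroxylase that marks the transcription factor HIF-1 for degradation when oxygen is present, so HIF-1 is active in egl-9 mutants at normal oxygen and absent when hif-1 is mutated as well. SMG-1, a protein kinase, and SMG-2, an RNA helicase, are factors of nonsense-mediated decay (NMD), which degrades mRNAs that carry premature stop codons. The 9 genotypes therefore cross 3 NMD backgrounds with 3 states of the HIF-1 pathway.

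Per the labels' protocols, each sample started from 300 to 500 L4 larvae that were collected 6 h later, after growth on bacterial lawns at 20 °C in 20% oxygen. The libraries were strand-specific, took 12 cycles of amplification and were sequenced as paired reads of 75 nt on an Element AVITI instrument. The labels and the file headers do not name the aligner, the quantification tool, the genome build or the annotation, and they do not state whether strand was used in counting. A gene that overlaps another gene is therefore uncertain.

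The authors deposited one estimated count per gene and library, already rounded to whole numbers, in a table of 46926 genes. A second deposited table holds log2(TPM + 1) values of the same genes, which the authors had normalised for length and depth. After back-transformation its TPM values summed to 1000000 in each library, which was checked for all 45. Of the deposited values, 1093 had a count of 0 beside a TPM above 0, in 286 genes, as rounding of small estimated counts would leave. Columns were matched to samples by the library names in the labels, and 0 columns were left unmapped. All 46926 gene identifiers were found in the Ensembl release 115 annotation of WBcel235, from which coordinates, strands and exon lengths were taken. The table gave no symbol for 2811 rows, of which 2128 were pseudogenes, and these genes are named by their identifiers.

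Total counts per library ranged from 9822412 to 33169699 with a median of 16917459. Total counts set the precision of low genes, and a gene with 3 counts or fewer in every library of a group was treated as at the floor. Fold changes against such a group are given as lower bounds or left out. Counts of amplified reads without molecular identifiers are not independent molecules, so floors cover counting error only. Replicates were compared in all 90 pairs within genotypes by chi-square over genes with at least 20 counts summed over the pair. The ratio of chi-square to degrees of freedom lay between 4.89 and 88.5, so no pair differed as little as sampling noise alone would give and none was merged.

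Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, on the counts as deposited, with TMM normalisation. One model with 9 genotype means was fitted to all 45 libraries, which leaves 36 residual degrees of freedom. The filterByExpr function with genotypes as groups kept 16053 genes, of which 15235 were protein coding and 680 pseudogenes. The genes left out held 0.0372% of the counts. Library sizes were recomputed over the tested genes. The common biological coefficient of variation was 0.198. P-values were two-sided and adjusted by Benjamini-Hochberg within each comparison, and genes with an adjusted p under 0.05 are referred to as called. Counts of called genes are also given for changes of at least 2-fold. There were 14 comparisons of a pair of genotypes and 4 interactions, each a contrast of the same model. The interaction of smg-1 with egl-9 is the log2 effect of the egl-9 mutation in the smg-1 background minus that in the NMD-intact background. The interaction of smg-1 with hif-1 is the log2 difference of smg-1 egl-9 from smg-1 egl-9 hif-1 minus the difference of egl-9 from egl-9 hif-1. The interactions of smg-2 were defined in the same way.

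The procedure was tested on simulated data drawn from the means and sizes of the real libraries, in which 200 of 15739 genes were changed by at least 2-fold. For egl-9 against N2, 168 of the changed genes (84%) were recovered with 6 false calls and a median error of -0.01 in log2. For an interaction, 145 (72.5%) were recovered with 10 false calls. A comparison with no change gave 0 calls. Genes were drawn independently of each other, whereas genes of real libraries can deviate together. The false calls therefore check the procedure and are no error rate for the real data.

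Levels of gene sets were computed per library as the mean log2 CPM (counts scaled to 1000000 per library) of the set with a prior count of 2. Differences in these levels were tested by exact two-sided permutation. A comparison of 5 libraries with 5 has 252 arrangements and the smallest p it can give is 0.00794, and a difference of differences has 63504 arrangements. The latter exchange libraries between NMD backgrounds, so a difference between these widens the null distribution and makes the test conservative. The NMD target set held 1625 genes, called and at least 2-fold higher in both smg-1 egl-9 hif-1 and smg-2 egl-9 hif-1 against egl-9 hif-1, and was compared in egl-9 and N2, whose libraries took no part in the choice. HIF-1-responsive sets were genes at least 2-fold higher with egl-9 mutated and at least 2-fold lower with hif-1 mutated in addition. The set chosen in the smg-1 background held 879 genes and was used to compare smg-2 with the NMD-intact background. The set chosen in the smg-2 background held 579 genes and was used to compare smg-1 with the NMD-intact background. A list of 8 HIF-1 targets known from earlier work was fixed in advance (rhy-1, cysl-2, nhr-57, phy-2, F22B5.4, cyp-36A1, sqrd-1 and gst-19).

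Gene sets were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and with fry and an estimated correlation beside it. Camera asks whether a set changed more than other genes, and fry whether its genes changed at all. The 12 sets written in advance were the HIF-1 targets, NMD factors, SR splicing factors, ribosomal protein genes with unproductive splicing, all ribosomal proteins, major sperm proteins, vitellogenins, collagens, histones, oocyte markers, early embryonic genes and pseudogenes. The early embryonic set was not used because 2 of its 10 genes were tested. The other sets and 18 comparisons made 198 tests, adjusted together. smg-1 and smg-2 were left out of the NMD factors in these tests. Major sperm proteins, collagens and histones are families with near-identical copies, between which the counting can have split reads, so single members are not reported.

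The groups, comparisons, sets, tests, alternatives and the rule for named genes were fixed before the data were examined. Named genes were the mutated genes, the genes of the HIF-1 target and NMD factor lists and, in egl-9 against N2, egl-9 hif-1 against egl-9, smg-1 against N2, smg-2 against N2 and each interaction, the 3 higher and the 3 lower genes with the smallest p among those called with a change of at least 2-fold. For pairs of genotypes, such a gene also had no overlap between the libraries of both groups. The rule gave 53 genes, of which 23 overlap another annotated gene and 15 a protein coding one. The 15 were mpst-3, rips-1, best-4, ztf-28, smd-1, scb-1, pph-7, C50C3.1, wht-7, rhy-1, cysl-2, nhr-57, cyp-36A1, smg-3 and smgl-2, and their values are uncertain to that extent.

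Alternatives were DESeq2 median-ratio size factors in the same model, the Wald test of DESeq2 1.42.0, limma on the deposited log2(TPM + 1) values of genes with a mean of at least 1 on that scale, no filter on low counts, a mean of at least 5 CPM, a model of only the genotypes compared, the replicate letter as a block, and leaving out each library in turn. For set levels, a prior count of 0.5, other scalings, the deposited log2 values, and sets chosen at 1.5-fold and 4-fold were tried. Correlations across genes between comparisons with a genotype in common are given beside the mean of 10 simulations with unchanged groups. Fold changes hold only noise there, so these values are no chance level for groups in which many genes change. For each pair of genotypes the libraries were also split in 40 ways into groups of 5, the real split included, and tested in a model of these libraries alone. For interactions the residuals of the model without interaction were permuted in 100 ways, the real order included, and tested with limma. The labels give no sequencing batch or date. GC content was not tested because no genome sequence was used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.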

Results

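Messenger RNA levels of nematodes were compared between states of the HIF-1 pathway and of NMD, in 9 genotypes with 5 libraries each. Mean total counts per genotype lay between 16001000 in egl-9 and 24154000 in smg-1 egl-9 hif-1, and the widest spread was found in smg-2 egl-9 hif-1 (16066753 ± 9333100, SD, n = 5). Ribosomal RNA took 0.471% to 1.89% of the counts of a library. The first 4 principal components of the log2 CPM values held 39.6%, 24.0%, 6.75% and 5.23% of the variance. Pseudogenes took 0.399% ± 0.0580 (SD, n = 5) of the counts in N2, 0.343% ± 0.0481 in egl-9 and 0.388% ± 0.0538 in egl-9 hif-1. Their share was higher in all genotypes with an NMD mutation, from 1.07% ± 0.150 in smg-1 egl-9 to 1.43% ± 0.0840 in smg-2.

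The mutated genes were examined first. The egl-9 gene (WBGene00001178, V 10468517 to 10476915 in WBcel235) had 24.4 ± 2.96 CPM (mean ± SD, n = 5) in N2 and 104 ± 7.62 CPM in egl-9, a log2 fold change of 2.09 (SE 0.12, adjusted p 2.00e-17 in edgeR). In egl-9 hif-1 it had 17.0 ± 3.48 CPM, below the level in N2 (log2 fold change -0.52, SE 0.12, adjusted p 0.00414). With only these genotypes in the model the adjusted p was 0.0685. egl-9 RNA rose likewise with the egl-9 mutation in the smg-1 background (log2 fold change 2.46, SE 0.13) and in the smg-2 background (2.52, SE 0.13). The hif-1 gene (WBGene00001851, V 20780407 to 20785260) had 166 ± 9.14 CPM in N2, 153 ± 8.49 CPM in egl-9 and 24.9 ± 7.64 CPM in egl-9 hif-1. Its level in the libraries labelled smg-1 egl-9 hif-1 was 323 ± 44.5 CPM and in those labelled smg-2 egl-9 hif-1 it was 337 ± 34.9 CPM. Relative to egl-9 hif-1 these were log2 fold changes of 3.70 (SE 0.13, adjusted p 5.14e-26) and 3.76 (SE 0.13, adjusted p 3.27e-26). In the backgrounds without a hif-1 mutation, loss of smg-1 or smg-2 changed hif-1 RNA by between 0.09 and 0.21 in log2, with no adjusted p under 0.05. With a mean of at least 5 CPM the rises in smg-1 and smg-2 against N2 passed (adjusted p 0.0105 and 0.0201).

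The smg-1 gene (WBGene00004879, I 6900949 to 6913579) had 115 ± 18.4 CPM in N2 and 385 ± 79.2 CPM in smg-1 (log2 fold change 1.74, SE 0.18, adjusted p 1.26e-10). It was also higher in smg-2, at 282 ± 34.6 CPM (log2 fold change 1.29, SE 0.18, adjusted p 1.25e-07). The smg-2 gene (WBGene00004880, I 1176473 to 1190829) had 86.5 ± 13.4 CPM in N2, 89.1 ± 14.2 CPM in smg-1 and 87.1 ± 9.16 CPM in smg-2, with no difference beyond the spread between replicates. It was lower in smg-2 egl-9 hif-1, at 59.6 ± 10.6 CPM, than in egl-9 hif-1 (log2 fold change -0.62, SE 0.14, adjusted p 1.71e-04). The amounts of egl-9, smg-1 and smg-2 RNA thus had no common direction in the genotypes in which these genes are mutated, and they neither contradict nor check the labels. The low hif-1 RNA of egl-9 hif-1 was found in all 5 libraries, each below every library of egl-9. In the libraries of both triple mutants hif-1 RNA was above its level in N2, and the 8 listed HIF-1 targets stayed low there, at a mean log2 CPM of 2.70 and 1.97 against 7.67 in smg-1 egl-9 and 7.65 in smg-2 egl-9.

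**Figure D1:**
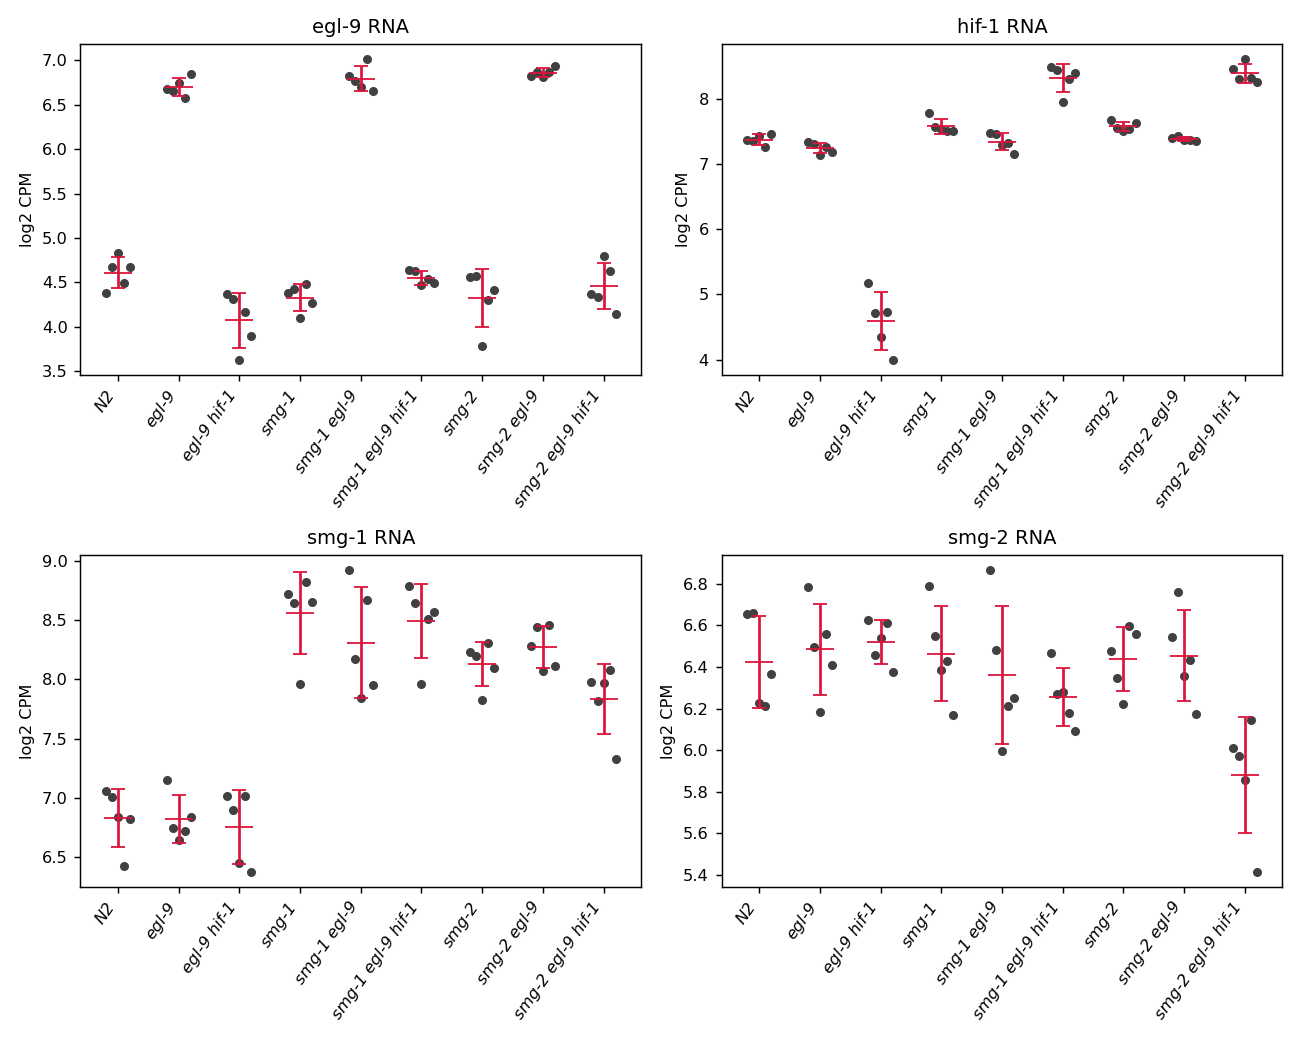
RNA level in log2 CPM of egl-9, hif-1, smg-1 and smg-2 in the 9 genotypes, with 1 point per library and a bar for the mean and SD of 5 libraries. hif-1 RNA averages 24.9 CPM in egl-9 hif-1 and 323 and 337 CPM in the same mutant without smg-1 or smg-2.

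The effect of HIF-1 activity with NMD intact was addressed by comparing egl-9 with N2. Of 16053 genes, 1916 were called higher and 3500 lower, among them 926 and 1893 with changes of at least 2-fold. The alternative that moved this count of 5416 genes most was a mean of at least 5 CPM, with 3681 genes. The smallest p among higher genes were those of mpst-3, M05D6.5 and clec-52. mpst-3 (V 14895647 to 14899019) rose from 23.1 ± 0.528 CPM in N2 to 489 ± 79.7 CPM (log2 fold change 4.40, SE 0.12, adjusted p 1.34e-28). M05D6.5 (II 8480487 to 8482203) had a log2 fold change of 2.42 (SE 0.08, adjusted p 5.55e-26), and clec-52 (IV 8167164 to 8168760) one of 4.82 (SE 0.18, adjusted p 8.42e-24). Among lower genes, R11D1.3 (V 12711293 to 12712099) fell from 13.6 ± 1.58 to 0.206 ± 0.0936 CPM (log2 fold change -5.97, SE 0.22, adjusted p 4.58e-24). clec-218 (V 8307942 to 8310766) had a log2 fold change of -2.88 (SE 0.11, adjusted p 2.89e-23) and ilys-5 (X 6533490 to 6536840) one of -3.25 (SE 0.13, adjusted p 5.53e-23).

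All 8 genes of the fixed HIF-1 target list were higher in egl-9 than in N2, both adjusted over the list alone and adjusted over all genes. Their log2 fold changes ran from 2.86 (SE 0.12) for cyp-36A1 (I 8341682 to 8346023) to 9.41 (SE 0.61) for gst-19 (II 13625545 to 13627145). rhy-1 (II 9161379 to 9163448) rose from 23.7 ± 2.83 to 623 ± 70.7 CPM (log2 fold change 4.72, SE 0.24, adjusted p 9.73e-20), cysl-2 (II 14492874 to 14494451) from 29.8 ± 5.20 to 1524 ± 441 CPM and sqrd-1 (IV 14219871 to 14224440) from 2.79 ± 0.248 to 590 ± 59.9 CPM. The remaining genes had log2 fold changes of 5.09 for nhr-57 (V 4131889 to 4135102), 3.45 for phy-2 (IV 12211097 to 12215987) and 4.27 for F22B5.4 (II 8449710 to 8452742).

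Which part of the egl-9 effect requires HIF-1 was addressed by removing hif-1 from the egl-9 mutant. In egl-9 hif-1 against egl-9, 4292 genes were higher and 3215 lower, 2244 and 779 of them by at least 2-fold. Under DESeq2 size factors these counts were 3603 and 4478, so that the larger share changed from higher to lower. All 8 listed HIF-1 targets were lower. Of the 926 genes at least 2-fold higher in egl-9, 560 (60.5%) were lower again in egl-9 hif-1 than in egl-9, and of the 1893 at least 2-fold lower genes, 1786 (94.3%) were higher again. The log2 fold changes of both comparisons correlated across genes with r = -0.84 (Spearman -0.76), beside -0.52 in simulations of unchanged groups that have the egl-9 libraries in common. The simulated value is no chance level here, since many genes change in the real groups. Genes are not independent replicates, and no p is given. The genes with the smallest p included rips-1 (V 3772021 to 3774609), which had 1251 ± 217 CPM in egl-9 and 1.16 ± 0.550 CPM in egl-9 hif-1 (log2 fold change -10.03, SE 0.31, adjusted p 7.43e-27). mpst-3 returned to 22.6 ± 1.63 CPM, while R11D1.3 returned to 11.8 ± 1.87 CPM.

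In egl-9 hif-1 against N2, 1549 genes were higher and 778 lower, 537 and 104 by at least 2-fold. These differences may hold what remains of the egl-9 effect without HIF-1. They may also hold effects of losing hif-1 itself, of the strain, or of N2 libraries that differ from all mutants. The genotypes include no mutant of hif-1 alone, so these were not separated. Under DESeq2 size factors 1389 were higher and 1200 lower. This count of 2327 depended on single libraries, and without egl-9 hif-1 replicate C it was 969 (egl-9 hif-1 against N2). Of the 926 genes at least 2-fold higher in egl-9, 351 (37.9%) were also higher in egl-9 hif-1 than in N2, and of the 1893 at least 2-fold lower genes 78 (4.12%) were also lower. The changes of egl-9 and of egl-9 hif-1 against N2 correlated across genes with r = 0.16 (Spearman -0.02). Simulated unchanged groups with N2 in common gave 0.49. That value cannot tell whether 0.16 is low, since fold changes hold only noise in the simulations. Of the listed HIF-1 targets, 5 were lower and 1 higher when adjusted over the list alone, and 2 were lower and 0 higher when adjusted over all genes.

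The effect of losing NMD was examined in smg-1 and smg-2. In smg-1 against N2, 4629 genes were higher and 3900 lower, and in smg-2 against N2, 3902 were higher and 3148 lower. Changes of at least 2-fold were mostly increases, with 2385 higher and 265 lower genes in smg-1 and 2284 and 151 in smg-2. Of these increased genes 1946 were common to both mutants, where simulations of unchanged groups with N2 in common gave 0. That value is no reference for the number, since unchanged groups give hardly any calls. The changes correlated across genes with r = 0.93 (Spearman 0.90), beside 0.51 in these simulations, and 87.8% of genes had the same sign, beside 66.8%. Neither simulated value is a chance level for groups in which many genes change. Of the 680 pseudogenes tested, 534 (78.5%) were at least 2-fold higher in smg-1 and 520 (76.5%) in smg-2, against 1804 (11.8%) and 1708 (11.2%) of the 15235 protein coding genes. smg-2 differed from smg-1 in 447 genes, of which 299 were higher and 148 lower in smg-2 (92 and 67 by at least 2-fold).

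**Figure D2:**
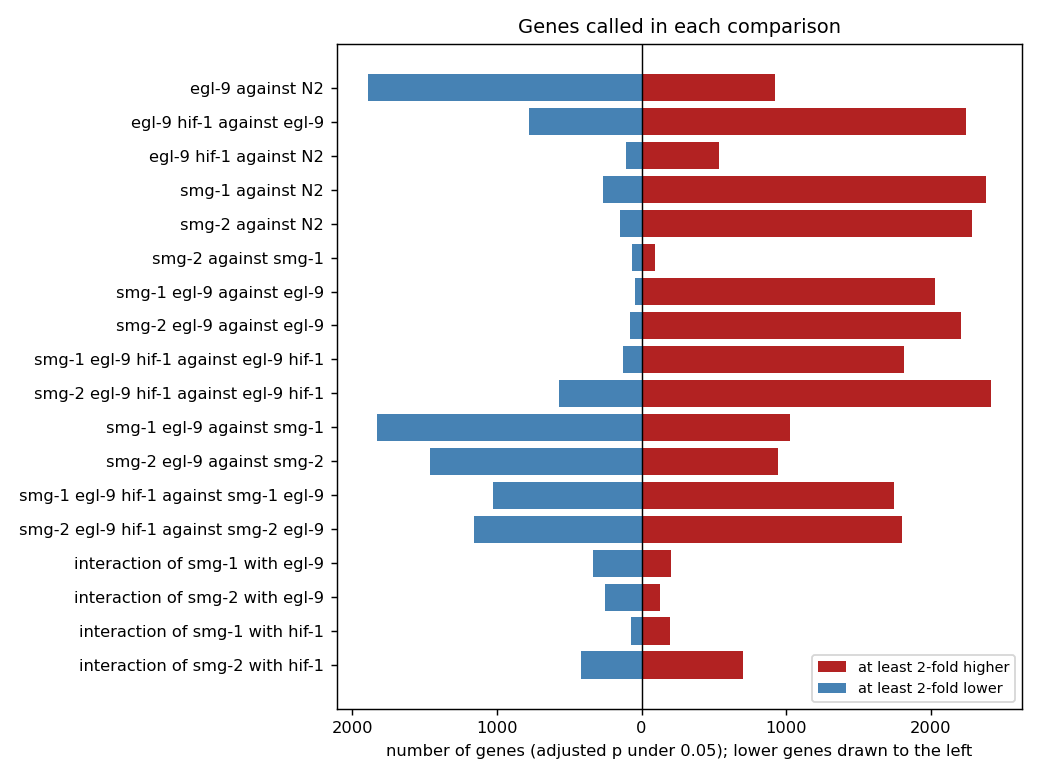
Number of genes with an adjusted p under 0.05 and a change of at least 2-fold in each comparison, with higher and lower genes drawn apart. The increases in smg-1 (2385) and smg-2 (2284) against N2 exceed the decreases (265 and 151), while egl-9 against N2 has more decreases (1893) than increases (926).

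The pseudogene WBGene00012569 (V 18136704 to 18137714) had 3.80 ± 0.290 CPM in N2, 92.6 ± 10.2 CPM in smg-1 and 100 ± 6.47 CPM in smg-2 (adjusted p 4.37e-30 in smg-1, log2 fold change 4.72, SE 0.12, adjusted p 9.49e-31 in smg-2). fbxa-211 (V 18127519 to 18128888) rose from 6.23 ± 0.697 CPM to 124 ± 14.9 and 155 ± 16.4 CPM. H28G03.2 (X 5205760 to 5216232) had a log2 fold change of 3.26 (SE 0.08, adjusted p 4.53e-30) in smg-1, and C53H9.2 (I 1832897 to 1834763) one of 3.87 (SE 0.09, adjusted p 4.56e-32) in smg-2. The 3 lower genes of smg-1 lie within 15 kb at the left end of chromosome II. best-3 (II 12985 to 16004) was at least 24.7-fold lower, 2L52.1 (II 1848 to 5514) at least 30.9-fold and best-4 (II 9444 to 11883) at least 8.30-fold, each with 3 counts or fewer in all 5 smg-1 libraries. Among lower genes of smg-2, asp-8 (V 3024549 to 3027931) fell from 31.0 ± 5.69 to 9.37 ± 1.88 CPM (log2 fold change -1.72, SE 0.17, adjusted p 1.08e-11). ztf-28 (V 2090669 to 2091740) had a log2 fold change of -3.70 (SE 0.40, adjusted p 3.15e-10) and T04D3.8 (I 13309988 to 13310711) one of -2.70 (SE 0.29, adjusted p 3.40e-10).

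Of the 11 listed NMD factors, 3 were higher and 2 lower in each of smg-1 and smg-2, both adjusted over the list alone and adjusted over all genes. Besides smg-1 itself, smg-5 (I 6734028 to 6736161) rose from 31.6 ± 1.90 CPM in N2 to 53.1 ± 4.67 CPM in smg-1 (log2 fold change 0.75, SE 0.09, adjusted p 2.89e-09) and 60.3 ± 6.92 CPM in smg-2 (0.93, SE 0.09, adjusted p 8.46e-12). smg-3 (IV 6362395 to 6373093) had log2 fold changes of 0.31 (SE 0.12, adjusted p 0.0250) and 0.38 (SE 0.12, adjusted p 0.00735), both lost with the deposited log2 values. The call in smg-1 was also lost without a filter (adjusted p 0.108) and without N2 replicate C, N2 replicate D or smg-1 replicate D in turn (log2 fold changes 0.25, 0.24 and 0.26). The lower factors were smg-7 (IV 6740531 to 6742443), with log2 fold changes of -0.31 in smg-1 and -0.22 in smg-2, and smg-9 (II 14746890 to 14752849), with -0.39 and -0.30, and their calls were also lost with the deposited log2 values. In smg-2 both calls were lost at 5 CPM and with only these genotypes in the model. That of smg-9 was also lost without N2 replicate E (adjusted p 0.0508), and that of smg-7 without N2 replicates A, B, D or E or smg-2 replicates A or B in turn (adjusted p 0.0621 to 0.150). Other settings gained calls. With DESeq2 size factors smg-6 was called lower in smg-1 (log2 fold change -0.33, adjusted p 0.0402) and smg-2 (-0.36, adjusted p 0.0308). It was also gained in both with the Wald test, no filter, the letter as a block, only these genotypes and some fits without one library. In smg-1, smgl-1 was gained as lower with no filter, with the block and in some of these fits. In egl-9 against N2, 0 of the 11 factors were called when adjusted over the list alone and 1 when adjusted over all genes, smg-9 (log2 fold change 0.32, SE 0.11, adjusted p 0.0184). Without N2 replicate A or without egl-9 replicate C the latter call was lost (adjusted p 0.0637 and 0.0894). With only these genotypes in the model smg-6 and smg-8 were gained as higher, and smg-8 also with the block. In egl-9 hif-1 against egl-9, 7 of the 11 were lower, from -0.31 (smg-3) to -0.56 (smgl-2, IV 3726164 to 3735496) in log2. The call of smg-3 was lost without egl-9 replicates A, D or E in turn (adjusted p 0.0675, 0.0568 and 0.0548). That of smgl-2 was lost without egl-9 replicates A or E or egl-9 hif-1 replicates C or E in turn (adjusted p 0.0528 to 0.0577). As lower genes, smgl-1 was gained with DESeq2 size factors, the Wald test, the deposited log2 values and the block. Likewise smg-5 was gained with the deposited log2 values and without egl-9 hif-1 replicate D.

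**Figure D3:**
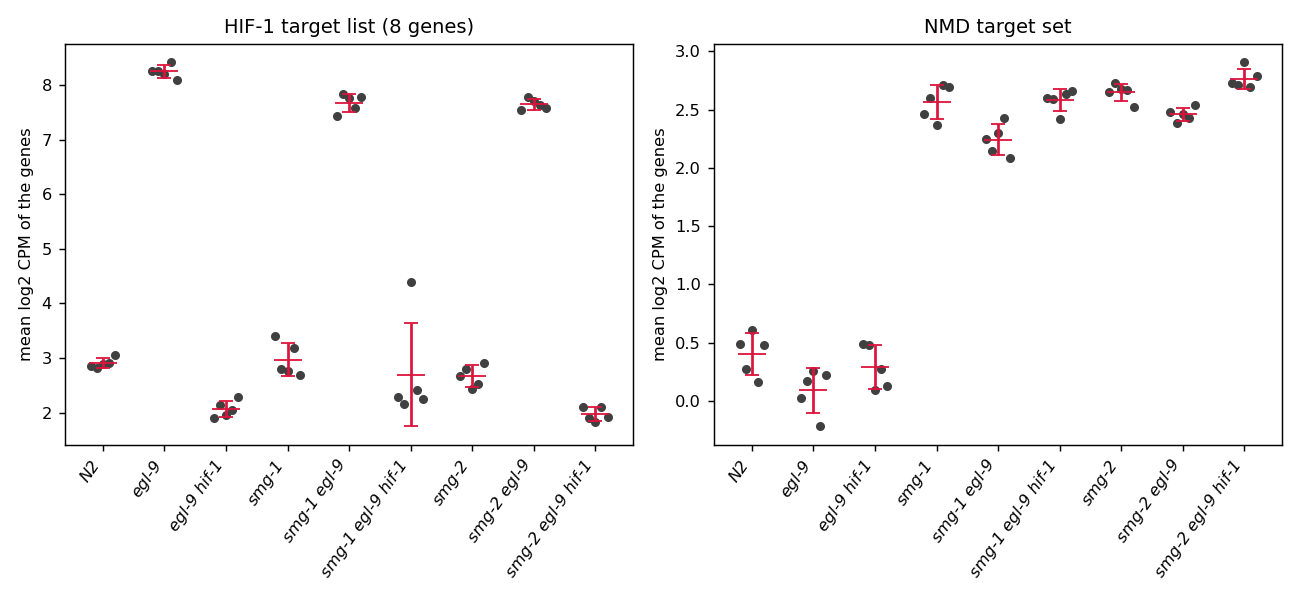
Level per library, as mean log2 CPM, of the 8 HIF-1 targets and of the NMD target set of 1625 genes in the 9 genotypes, with 1 point per library and a bar for the mean and SD. The HIF-1 targets average 8.25 in egl-9, 7.67 in smg-1 egl-9 and 7.65 in smg-2 egl-9, and 1.97 to 2.97 in the other genotypes.

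The same NMD mutations were compared where HIF-1 is active and where it is absent. In smg-1 egl-9 against egl-9, 3871 genes were higher and 1695 lower, and in smg-2 egl-9 against egl-9, 3795 and 1550. In smg-1 egl-9 hif-1 against egl-9 hif-1, 2992 were higher and 2896 lower, and in smg-2 egl-9 hif-1 against egl-9 hif-1, 4143 and 4168. Genes with changes of at least 2-fold were mostly higher in each, with 2028 higher and 46 lower, 2213 and 81, 1816 and 128, and 2419 and 574. Under DESeq2 size factors smg-1 egl-9 against egl-9 had 3433 higher and 2849 lower genes, and smg-2 egl-9 against egl-9 had 3280 and 3293. Of the 1946 genes at least 2-fold higher in both smg-1 and smg-2 against N2, 1441 (74.0%) were so in smg-1 egl-9 against egl-9, 1499 (77.0%) in smg-2 egl-9 against egl-9, 1441 (74.0%) in smg-1 egl-9 hif-1 against egl-9 hif-1 and 1504 (77.3%) in smg-2 egl-9 hif-1 against egl-9 hif-1. With no library in common, the changes of smg-1 against N2 and of smg-2 egl-9 hif-1 against egl-9 hif-1 correlated across genes with r = 0.68 (Spearman 0.55). The changes of smg-2 against N2 and of smg-1 egl-9 hif-1 against egl-9 hif-1 did so with r = 0.77 (Spearman 0.59).

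The egl-9 mutation was likewise compared within each NMD mutant. In smg-1 egl-9 against smg-1, 4028 genes were higher and 4054 lower (1028 and 1827 by at least 2-fold), and in smg-2 egl-9 against smg-2, 3055 and 3521 (945 and 1466). Loss of hif-1 gave 3854 higher and 4129 lower genes in smg-1 egl-9 hif-1 against smg-1 egl-9 (1744 and 1026 by at least 2-fold) and 4554 and 4693 in smg-2 egl-9 hif-1 against smg-2 egl-9 (1801 and 1158). The changes of egl-9 against N2 correlated across genes with those of smg-1 egl-9 against smg-1 with r = 0.73 (Spearman 0.65) and with those of smg-2 egl-9 against smg-2 with r = 0.72 (Spearman 0.68), with no library in common.

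Whether loss of NMD changes the effect of the egl-9 or hif-1 mutation was tested by interactions. The interaction of smg-1 with egl-9 was positive for 928 genes and negative for 506, that of smg-2 with egl-9 for 271 and 314, that of smg-1 with hif-1 for 452 and 123 and that of smg-2 with hif-1 for 2466 and 762. With values of at least 2-fold the counts were 207 and 335, 131 and 253, 199 and 72, and 701 and 422, so that negative values outnumbered positive ones in both interactions with egl-9. Under DESeq2 size factors the counts were 375 positive and 559 negative genes for smg-1 with egl-9, 207 and 400 for smg-2 with egl-9, 191 and 226 for smg-1 with hif-1 and 1450 and 1097 for smg-2 with hif-1. Over calls of any size the larger share thus changed from positive to negative in both interactions of smg-1, and the direction of most calls there rests on the scaling. With values of at least 2-fold the counts under DESeq2 size factors were 139 and 337, 117 and 291, 125 and 89, and 501 and 518. At that size the larger share changed from positive to negative in the interaction of smg-2 with hif-1 only. Between the egl-9 interactions of smg-1 and smg-2, 153 positive and 206 negative genes were common and 4 were opposite. These interactions have the N2 and egl-9 libraries in common, and the number of genes expected in common without an effect was not simulated. Single libraries moved the smaller counts by over 1.5 times, down to 651 genes without smg-1 replicate C for the interaction of smg-1 with egl-9, 321 without smg-2 replicate C for the interaction of smg-2 with egl-9 and 275 without egl-9 hif-1 replicate E for the interaction of smg-1 with hif-1.

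Among the named genes of the interactions with egl-9, smd-1 (I 14048094 to 14051010) fell from 548 ± 39.0 CPM in N2 to 166 ± 11.2 CPM in egl-9, while it had 1250 ± 122 CPM in smg-1 and 991 ± 155 CPM in smg-1 egl-9 (interaction 1.39, SE 0.13, adjusted p 3.05e-10). Its interaction with smg-2 was 1.26 (SE 0.13, adjusted p 3.41e-09). ilys-5 had interactions of 1.79 (SE 0.17, adjusted p 1.04e-09) with smg-1 and 1.98 (SE 0.17, adjusted p 6.52e-11) with smg-2. T09B9.4 (X 9771697 to 9774352) had 3.40 ± 0.520 CPM in egl-9 and 75.3 ± 29.8 CPM in smg-1 egl-9 (interaction 4.40, SE 0.37, adjusted p 5.85e-11). Its level in smg-2 was 51.3 ± 30.9 CPM, with a similarly wide spread between libraries. asp-8 had an interaction with smg-2 of 2.94 (SE 0.27, adjusted p 3.19e-10). The most negative values belonged to genes that lacked counts in one genotype. ctl-1 (II 14303568 to 14306260) had 0 counts in the 5 libraries of smg-1 egl-9 and 24.0 to 39.5 CPM on average in the other genotypes. txdc-12.2 (X 2074450 to 2075944) had 0 counts in smg-2 egl-9 and 28.4 to 44.9 CPM elsewhere, and flp-12 (X 4591281 to 4592350) had 0 counts in both smg-2 egl-9 and smg-2 egl-9 hif-1 and 11.4 to 15.2 CPM elsewhere. C02B10.6 (IV 5070893 to 5072263) had 0.0660 ± 0.147 CPM in smg-1 egl-9 and 28.3 ± 3.28 CPM in smg-1 egl-9 hif-1. C36C5.12 (V 3158404 to 3159352) had an interaction with smg-1 of -1.86 (SE 0.22, adjusted p 4.06e-07), and scb-1 (V 11118766 to 11119705) one with smg-2 of -1.98 (SE 0.16, adjusted p 6.76e-12).

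In the interactions with hif-1, hif-1 itself had values of -3.60 (SE 0.17, adjusted p 7.27e-20) with smg-1 and -3.63 (SE 0.17, adjusted p 5.91e-20) with smg-2. asns-2 (X 8748434 to 8750941) had 225 ± 37.8 CPM in egl-9 hif-1 and 45.5 ± 7.51 CPM in smg-1 egl-9 hif-1 (interaction 2.79, SE 0.19, adjusted p 4.50e-14), and pph-7 (I 2903635 to 2907757) had an interaction of 1.86 (SE 0.16, adjusted p 1.91e-11). T24C4.5 (III 877435 to 879734), C50C3.1 (III 8191995 to 8193845) and wht-7 (III 6141959 to 6149597) had their lowest levels in smg-2 egl-9 hif-1, at 13.6 ± 2.67, 7.28 ± 1.15 and 16.2 ± 0.624 CPM, against 38.3 ± 5.34, 46.1 ± 6.26 and 55.1 ± 5.02 CPM in egl-9 hif-1. gakh-1 (X 5782499 to 5786455) had 34.4 ± 2.93 CPM in smg-2 egl-9 hif-1 and 14.7 ± 0.674 CPM in smg-2 egl-9 (interaction -2.11, SE 0.13, adjusted p 6.93e-16). best-3, ctl-1, txdc-12.2 and T09B9.4 were again among the genes with the smallest p.

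The size of the HIF-1 response in each NMD background was compared on sets chosen in other libraries. The 579-gene set rose by 1.66 in log2 from N2 to egl-9 and by 2.16 from smg-1 to smg-1 egl-9, a difference of 0.51 (exact permutation p 0.0186). With library totals in place of TMM the difference was 0.40 (exact permutation p 0.0601), so this call depends on the scaling. With the deposited log2(TPM + 1) values, which differ in more than the scaling, it was 0.17 (exact permutation p 0.163). The 879-gene set rose by 1.45 with NMD intact and by 1.88 in the smg-2 background, and the difference of 0.43 did not pass the threshold (exact permutation p 0.0688), in a test that differences between the genotypes exchanged make less sensitive. The sets had 490 genes in common, and each contained all 8 listed HIF-1 targets. Both were chosen for their response in an NMD mutant, which favours genes that respond more strongly without NMD, so the differences do not measure the size of the response as a whole. Choosing with NMD intact favours the opposite. Of 486 genes at least 2-fold higher in egl-9 and at least 2-fold lower in egl-9 hif-1 than in egl-9, 58 had a lower and 10 a larger effect in the interaction of smg-1 with egl-9, and 40 and 8 in the interaction of smg-2 with egl-9.

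The fixed list of 8 HIF-1 targets moved in the opposite direction. Its level was 2.91 ± 0.09 (mean log2 CPM ± SD, n = 5) in N2, 8.25 ± 0.12 in egl-9 and 2.07 ± 0.15 in egl-9 hif-1, with no overlap between the libraries of these genotypes. It was 2.97 ± 0.31 in smg-1, 7.67 ± 0.17 in smg-1 egl-9, 2.67 ± 0.20 in smg-2 and 7.65 ± 0.10 in smg-2 egl-9. The list was thus lower in smg-1 egl-9 than in egl-9 by -0.57 and in smg-2 egl-9 by -0.60. Each difference had an exact permutation p of 0.00794 and an adjusted p of 0.0130 over 18 tests. All libraries of these NMD mutants lay below all of egl-9. The median log2 fold changes over the 8 genes were -0.28 and -0.39, so larger falls of some genes carry the means. The interaction with egl-9 was -0.64 for smg-1 (exact permutation p 0.00756, adjusted p 0.0130) and -0.36 for smg-2 (exact permutation p 0.136, adjusted p 0.153). The latter p does not argue against a difference, because the list differs between the genotypes exchanged in this test. Camera called the list in the interaction of smg-2 with egl-9 (adjusted p 0.0102) and fry did not (0.183). The interaction with hif-1 was -1.20 for smg-1 (exact permutation p 1.57e-04, adjusted p 0.00283) and -0.51 for smg-2 (exact permutation p 0.0223, adjusted p 0.0334). In the interaction of smg-2 with hif-1 camera called the list (adjusted p 0.0301) and fry did not (0.0810). Its genes went both ways there, with 2 positive and 4 negative when adjusted over the list alone. Adjusted over all genes, 2 were positive and 2 negative. The value for smg-1 depends on replicate C of smg-1 egl-9 hif-1, which had a level of 4.39 against 2.16 to 2.42 in the other 4 libraries. Without it the interaction was -0.82 (HIF-1 target list level by genotype, interaction of smg-1 with hif-1).

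The NMD target set tested whether HIF-1 activity alone changes the level of NMD targets. Its level was 0.40 ± 0.18 in N2 and 0.09 ± 0.19 in egl-9 (mean log2 CPM ± SD, n = 5), a difference of -0.31 (exact permutation p 0.0397). The difference did not pass the threshold with library totals (-0.25, exact permutation p 0.0873), with the deposited log2(TPM + 1) values (-0.08, exact permutation p 0.278) or in 7 of the 10 fits that each left out one library. Its level was 2.56 ± 0.15 in smg-1, 2.24 ± 0.13 in smg-1 egl-9, 2.65 ± 0.08 in smg-2 and 2.46 ± 0.06 in smg-2 egl-9. Adjusted over the 13 pairs of levels that were compared in these sets, the egl-9 mutation changed the set by -0.32 in the smg-1 background (exact permutation p 0.0159, adjusted p 0.0229) and by -0.19 in the smg-2 background (exact permutation p 0.0159, adjusted p 0.0229). With NMD intact the adjusted p was 0.0469. Several of the 13 pairs are rises that the choice of the sets made likely. Their small p ease the adjustment of the others, so 0.0469 adds little to the unadjusted p. The set also fell where smg-1 or smg-2 is mutated, so its fall with NMD intact does not show a change in NMD.

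Of the 198 tests of gene sets, camera called 93. Of these calls 68 held under fry, which called 92 in all, and 13 with an estimated correlation. The 13 were all of HIF-1 targets or pseudogenes. No call of another set passed camera with an estimated correlation. Major sperm proteins in egl-9 against N2, for example, had an adjusted p of 0.690 there. Of the 93 directions 3 flipped with another scaling of the libraries. Ribosomal proteins in smg-1 and smg-2 against N2 had mean log2 differences of -0.09 and -0.05, and of 0.01 and 0.01 with library totals. Pseudogenes in the interaction of smg-1 with hif-1 had 0.01, and -0.08 with DESeq2 size factors and -0.12 with library totals. Fry called none of the 3 (adjusted p 0.618, 0.760 and 0.976). Pseudogenes were higher in smg-1 (mean log2 difference 2.21, 637 of 680 genes higher, adjusted p 7.11e-50) and in smg-2 (2.24, 639 genes, adjusted p 8.82e-56). Major sperm protein genes were lower in egl-9 than in N2 (-1.24, 0 of 29 genes higher, adjusted p 3.06e-15) and higher in egl-9 hif-1 than in egl-9 (1.63, 29 genes, adjusted p 8.18e-17). Ribosomal protein genes moved in the same directions, by -0.37 (0 of 78 genes higher, adjusted p 2.79e-06) and 0.53 (78 genes, adjusted p 6.79e-10). Vitellogenins were lower in egl-9 (-0.84, 0 of 6 genes higher, adjusted p 0.00571) and in smg-1 (-0.58, 0 genes, adjusted p 0.0287). Oocyte markers were lower in smg-1 (-0.91, 0 of 10 genes higher, adjusted p 2.34e-05) and in smg-2 (-0.71, 0 genes, adjusted p 1.64e-04).

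Collagens were higher than in N2 in egl-9 (0.97, 89 of 128 genes higher, adjusted p 2.98e-06), egl-9 hif-1 (1.03, 105 genes, adjusted p 1.85e-13), smg-1 (1.11, 105 genes, adjusted p 4.30e-04) and smg-2 (0.85, 98 genes, adjusted p 0.0411), all in camera of limma. Histones did not differ from N2 in these genotypes and had a positive interaction of smg-1 with egl-9 (0.47, 39 of 44 genes, adjusted p 4.44e-04). SR splicing factors were higher in smg-2 than in N2 (0.33, 6 of 8 genes, adjusted p 0.0395, and 0.0596 under DESeq2 size factors) and did not pass camera in smg-1 (0.19, 6 genes, adjusted p 0.337), while fry called both (2.61e-08 and 4.28e-04). Ribosomal protein genes with unproductive splicing passed in the interaction of smg-1 with hif-1 (0.46, 4 of 4 genes, adjusted p 0.00563). The set of all ribosomal proteins had a similar value there (0.45, 78 of 78 genes, adjusted p 3.72e-17), so it is not particular to unproductive splicing. In smg-1 and smg-2 against N2 camera did not call the genes with unproductive splicing (adjusted p 0.384 and 0.129) and fry did (0.0194 and 4.41e-04). NMD factors other than smg-1 and smg-2 were lower in egl-9 hif-1 than in egl-9 (-0.40, 0 of 9 genes higher, adjusted p 0.00610) and did not pass in smg-1 or smg-2 against N2 (adjusted p 0.462 and 0.733). The HIF-1 targets were called in egl-9 against N2 (5.34, 8 of 8 genes, adjusted p 1.23e-22).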

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

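Of the tests in this part, those of scaling and of silent genes in the interactions, and those of egl-9 and smg-2 egl-9 as donors and of depth for replicate C of smg-1 egl-9 hif-1, were chosen only after the result was seen.

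The 4 interactions stood out because the effect of a mutation in the HIF-1 pathway differed between NMD backgrounds in a direct test of the difference. The interaction of smg-1 with egl-9 had 1434 called genes, that of smg-2 with egl-9 585, that of smg-1 with hif-1 575 and that of smg-2 with hif-1 3228. Permuted residuals gave as many genes as the real order, the real order included, in 2 of the 100 splits for the interaction of smg-1 with egl-9, in 1 of the 100 splits for the interaction of smg-2 with egl-9, in 3 of the 100 splits for the interaction of smg-1 with hif-1 and in 1 of the 100 splits for the interaction of smg-2 with hif-1. The real orders gave 1151, 640, 266 and 3054 genes in limma, and the largest numbers from another order were 1495, 469, 933 and 1. Random grouping of the libraries thus did not account for the counts, by a narrow margin for both interactions of smg-1.

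Technical causes were then weighed for the interactions, with values in the order smg-1 with egl-9, smg-2 with egl-9, smg-1 with hif-1 and smg-2 with hif-1. One shift in scaling would leave large changes in one direction only, but under DESeq2 size factors the rarer direction still held 139, 117, 89 and 501 genes of at least 2-fold. Unequal depth was removed by thinning all libraries to the smallest total, which left 1094, 487, 420 and 2797 genes. After each library's trend with gene length was removed, limma called 1084, 695, 551 and 3294 genes, beside 1408, 554, 606 and 3531 before. Without the 100 most abundant genes 1394, 577, 386 and 2500 genes were called. Genes silent in all libraries of 1 to 3 of the 4 genotypes, as a lost gene would be, made up 26, 20, 14 and 64 of the calls. None of these was the whole cause. A different response of NMD mutants to HIF-1 may explain the interactions and stays open. So do a difference in stage and differences in strain background, since each genotype is 1 strain and neither was tested directly. Camera called major sperm protein genes in all but smg-2 with egl-9 (0.62, 0.26, 0.94 and 0.85). It called oocyte markers in all but smg-1 with hif-1 (0.55, 0.45, 0.10 and 0.83). These sets cannot tell a difference in stage from an effect of the mutations. GC content was not tested.

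The size of the HIF-1 response differed between smg-1 and the NMD-intact background by 0.51 in log2 on the set chosen in the smg-2 background. The fixed list of 8 HIF-1 targets differed the other way, with -0.64 in the interaction of smg-1 with egl-9, -1.20 in the interaction of smg-1 with hif-1 and -0.51 in the interaction of smg-2 with hif-1. In the last of these the called genes of the list went both ways. In the interaction of smg-1 with egl-9, 3 of the 8 genes were called lower when adjusted over the list alone. When adjusted over all genes 2 were, so a weaker response of the whole list is not shown. The set favours genes that respond more strongly without NMD, because it was chosen in an NMD mutant, so 0.51 does not show a stronger response as a whole. The value of 0.51 did not hold with library totals or the deposited log2 values, whereas the values of the list kept their side of the threshold. The tests of depth, length and abundant genes were run on the interactions and not on these levels. A change in HIF-1 activity without NMD and a change in the decay of single target RNAs both stay open, and neither was tested.

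Replicate C of smg-1 egl-9 hif-1 lay far from the other 4 libraries of its genotype. Its HIF-1 target list level was 4.39 against 2.16 to 2.42, and its NMD target set level was 2.42 against 2.59 to 2.66. A mixed sample was tested on 14 genes outside the list that are 10-fold to 30-fold higher in smg-1 egl-9. They showed a median share of 6.19% of the smg-1 egl-9 level (quartiles 5.05% and 7.03%), and in the other 4 libraries the median lay between -1.56% and 0.527%. The 15 genes by which the share was first noticed gave 5.29% (3.94% to 8.35%). These values point to RNA from animals with active HIF-1 in this library. The RNA of egl-9 itself did not show such a share. It averaged 111 CPM in smg-1 egl-9 and 23.4 CPM in smg-1 egl-9 hif-1. In replicate C it was at 4.47 log2 CPM, below the 4.49 to 4.64 of the other 4 libraries, so this 1 gene goes against a mixed sample. The donor is not settled. Over 30 genes the spread of the share (log2, MAD) was 0.359 against smg-1 egl-9, 0.241 against smg-2 egl-9 and 0.575 against egl-9, and the last value does not decide. Depth was not the cause, since the library of this genotype with the most counts had a list level of 2.24. A share of this size from smg-1 egl-9 or smg-2 egl-9 is too small to bring the NMD target set level down to 2.42, and the cause of that value was not tested. A biological difference of this sample was not tested.

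The remaining libraries far from the others of their genotype were found in single values. hif-1 RNA was at 7.78 log2 CPM in smg-1 replicate A against 7.50 to 7.57, and smg-1 RNA at 7.96 log2 CPM in smg-1 replicate C against 8.64 to 8.82. Replicate C also had the lowest smg-1 RNA in egl-9, smg-1 egl-9, smg-1 egl-9 hif-1, smg-2 and smg-2 egl-9. It did not in N2, egl-9 hif-1 or smg-2 egl-9 hif-1. The low smg-1 RNA may therefore go with the replicate letter, which was not tested for this gene. Total counts were 33169699 in N2 replicate A against 15415072 to 17408872, and 32418868 in smg-2 egl-9 hif-1 replicate B against 9822412 to 14318885. In all, 6 of 81 groups of values had such a library, where chance alone gives 4.05 (1 in 20), so single cases carry little weight. No biological explanation was tested for them. The totals are a matter of depth.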

How the results depend on the processing

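All 18 counts of called genes stayed within 1.5 times under the Wald test of DESeq2. The levels of the sets and the list kept direction and side of the threshold with a prior count of 0.5, and so did the 3 results that use chosen sets when these were chosen at 1.5-fold or 4-fold. A result was called reversed only where it passed the threshold in the original or the changed analysis, and single gene sets were compared only where camera called them.

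With only the genotypes compared in the model, egl-9 hif-1 against N2 had 895 genes (2327 originally), smg-2 against smg-1 283 (447) and the interaction of smg-1 with hif-1 208 (575). These fits hold fewer libraries. With a mean of at least 5 CPM, smg-2 egl-9 against egl-9 had 3463 genes (5345), smg-1 egl-9 hif-1 against egl-9 hif-1 3868 (5888) and the interaction of smg-1 with hif-1 358 (575), where fewer genes are tested. With the deposited log2(TPM + 1) values, smg-1 egl-9 hif-1 against egl-9 hif-1 had 3890 genes and the interaction of smg-2 with hif-1 2149 (3228). With no filter, the interaction of smg-1 with egl-9 had 906 genes (1434) and the interaction of smg-1 with hif-1 299. With DESeq2 size factors, the interaction of smg-1 with egl-9 had 934. The cause was not tested for the last 3 settings. The largest shift of the median gene from another scaling was -0.12 in log2 with DESeq2 size factors and -0.16 with library totals, the latter in the interaction of smg-1 with hif-1.

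The NMD target set in egl-9 against N2 (-0.31) had -0.25 (p 0.0873) with library totals and -0.0804 (p 0.278) with the deposited log2 values. The HIF-1 response of smg-1 against wild type (0.51) had 0.40 (p 0.0601) and 0.17 (p 0.163). The HIF-1 target list level in smg-2 against N2 (-0.24, exact permutation p 0.0476, adjusted p 0.0612) had -0.17 (p 0.119) and -0.14 (p 0.167). The cause was not tested. Of the 93 gene set calls, 13 passed with an estimated correlation, which widens the error of sets with correlated genes. These 13 were all of HIF-1 targets or pseudogenes. Under fry 24 calls were lost and 24 others were gained, and collagens in smg-2 egl-9 against egl-9 changed direction (adjusted p 0.0446 in camera and 0.975 in fry). DESeq2 size factors lost 6 gene set calls. The cause was not tested.

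Leaving out each library in turn gave 969 (without egl-9 hif-1 replicate C) to 3344 genes (without egl-9 hif-1 replicate A) for egl-9 hif-1 against N2. The ranges were 651 to 1924 genes for the interaction of smg-1 with egl-9, 321 to 662 for the interaction of smg-2 with egl-9 and 275 to 881 for the interaction of smg-1 with hif-1. The other 14 counts stayed within 1.5 times. The NMD target set ran from -0.37 to -0.23, and 7 of 10 fits no longer passed. The HIF-1 response of smg-2 against wild type ran from 0.33 to 0.50 and passed in 4 of 20 fits, and that of smg-1 ran from 0.43 to 0.61 and always passed. The HIF-1 target list level ran from -0.36 to -0.20 in smg-2 against N2 (6 of 10 fits no longer passed) and from -0.41 to -0.23 in smg-2 against smg-1 (1 of 10 passed). In smg-1 egl-9 hif-1 against egl-9 hif-1 (0.63, exact permutation p 0.0397, adjusted p 0.0549) it ran from 0.23, without smg-1 egl-9 hif-1 replicate C, to 0.77, and 4 of 10 fits no longer passed. Whether a level passed in these fits was judged by the exact permutation p before adjustment. Adjusted over 18 tests, the list did not pass with all libraries in smg-2 against N2 or in smg-1 egl-9 hif-1 against egl-9 hif-1. Each of these fits has fewer libraries.

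Libraries of different genotypes with the same replicate letter deviated together only weakly. The median correlation of their deviations was 0.15, with 103 of 180 pairs over 0.1. For different letters it was -0.02, with 174 of 720 pairs over 0.1. The letters were not treated as pairing, but an effect common to libraries of a letter is not excluded. With the letter as a block, egl-9 hif-1 against N2 had 3651 genes, smg-2 against smg-1 746, the interaction of smg-1 with egl-9 2494, the interaction of smg-2 with egl-9 889 and the interaction of smg-1 with hif-1 1006. The other 13 counts stayed within 1.5 times. Every count of called genes was higher with the block than without it, so the main model may miss changes. Of the counts by direction 9 moved by over 1.5 times, 8 tests of named genes became stronger and 2 gene set calls were lost. Permutation within letters cannot give a p under 0.0625, so set levels were taken as values without a test under the block.

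Among the 162 tests of named genes, calls changed in 6 with DESeq2 size factors (5 stronger, 1 weaker), 6 with the Wald test (5 stronger, 1 weaker), 10 with the deposited log2 values (2 stronger, 8 weaker), 7 at 5 CPM (3 stronger, 4 weaker), 8 without a filter (5 stronger, 3 weaker) and 11 with only the genotypes compared (7 stronger, 4 weaker). In the fits without one library, where each test recurs once per library of the genotypes compared, 18 values were stronger, 34 weaker and 1948 the same. Tests whose gene did not pass the filter have no value at 5 CPM or with the deposited log2 values. Of the 72 counts by direction, 8 moved by over 1.5 times with DESeq2 size factors, 14 with the Wald test, 42 with the deposited log2 values, 44 at 5 CPM, 12 without a filter and 10 with only the genotypes compared. In the repeated fits without one library 69 values of these counts moved and 811 stayed. Depth limits the fold changes of genes at the floor, which are lower bounds.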

Other observations

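Of the tests in this part, all those on chromosome II, the tests of a deletion and of the bounded genes on chromosome V, and those of hif-1, egl-9 and smg-1 RNA and of collagens, with their limits, were chosen only after the result was seen.

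For each pair of genotypes it was tested whether random grouping of the libraries would call as many genes, and it did not. As many genes as in the real split, the real one included, were called in 1 of the 40 splits for egl-9 against N2, 1 of the 40 splits for egl-9 hif-1 against egl-9, 1 of the 40 splits for egl-9 hif-1 against N2, 1 of the 40 splits for smg-1 against N2, 1 of the 40 splits for smg-2 against N2, 1 of the 40 splits for smg-2 against smg-1, 1 of the 40 splits for smg-1 egl-9 against egl-9, 1 of the 40 splits for smg-2 egl-9 against egl-9, 1 of the 40 splits for smg-1 egl-9 hif-1 against egl-9 hif-1, 1 of the 40 splits for smg-2 egl-9 hif-1 against egl-9 hif-1, 1 of the 40 splits for smg-1 egl-9 against smg-1, 1 of the 40 splits for smg-2 egl-9 against smg-2, 1 of the 40 splits for smg-1 egl-9 hif-1 against smg-1 egl-9 and 1 of the 40 splits for smg-2 egl-9 hif-1 against smg-2 egl-9. Other splits gave at most 20 genes in egl-9 hif-1 against egl-9, at most 124 in smg-2 against smg-1 (283 in the real split) and 0 elsewhere.

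At the left end of chromosome II, 4 neighbouring genes (2L52.1, osta-1, best-4 and best-3, II 1848 to 16004) were silent in smg-1 and smg-1 egl-9. osta-1 and the genes beyond the interval were named after their values were seen. The next tested gene, gmeb-1 (II 19538 to 22169), had a log2 fold change of -0.00256 in smg-1 against N2. At the N2 level 2694 counts were expected in the 10 libraries and 7 were seen, so depth was not the cause. In smg-1 egl-9 hif-1 all 4 genes were expressed, the lowest at 1.49 CPM, which argues against loss of SMG-1. A lost chromosome segment in a background that smg-1 and smg-1 egl-9 have in common may be the cause. No DNA was examined.

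Of 95 genes with a fitted change of at least 8-fold below N2 in egl-9, 21 had their start within a window of 150 kb on chromosome V (genes from V 3268688 to 3422779), where 44 genes were tested. Many of them were at the floor in egl-9 (15 of the 21), where fitted changes are no measure. With such genes set to their bound, 56 genes were at least 8-fold lower and 13 of them had their start in the same window. Chance placement was tested with expression-matched random draws. 0 of 1000 draws had as many genes in one window for the fitted changes (at most 6), and 0 of 1000 for the bounds (at most 4). The median log2 fold change of the 21 genes was -0.0205 in egl-9 hif-1 against N2, so a deletion carried with the egl-9 allele was not the cause. All 21 were lower in both NMD mutants too, with a median of -4.74 in smg-1 egl-9 against smg-1, so the effect was not confined to NMD-intact libraries. With genes at the floor set to their bound, the medians of the 21 genes were -3.09 in egl-9 against N2, -4.04 in smg-1 egl-9 against smg-1 (8 genes at the floor) and -3.74 in smg-2 egl-9 against smg-2 (10 genes). Lower expression of this region through HIF-1 may explain the pattern and is a hypothesis. Reads shared between related neighbouring genes were not tested.

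The low hif-1 RNA of egl-9 hif-1 was absent from both triple mutants, and the log2 value of hif-1 RNA was -3.60 in the interaction of smg-1 with hif-1. This value is consistent with NMD lowering the RNA of the mutant hif-1 allele. Whether the allele carries a premature stop codon was not examined here. egl-9 RNA was lower in egl-9 hif-1 than in N2, and there it rose with loss of smg-1 (log2 fold change 0.46, adjusted p 0.00289) and of smg-2 (0.38, adjusted p 0.00998). The latter call was lost without smg-2 egl-9 hif-1 replicate C (adjusted p 0.0635) and with only these genotypes in the model (adjusted p 0.0585). The rises are consistent with NMD acting on the RNA of the mutant egl-9 allele where HIF-1 is absent. Where HIF-1 is active, the log2 fold change was 0.0940 in smg-1 egl-9 against egl-9 and 0.16 in smg-2 egl-9 against egl-9, which does not decide it for that background. smg-1 RNA rose in smg-2 as well, with a log2 fold change of 1.29, so its rise in smg-1 is not an effect of the smg-1 allele only.

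Collagen genes were higher than in N2 in egl-9, egl-9 hif-1, smg-1 and smg-2. One shift in scaling was not the cause, since the smallest of these differences under DESeq2 size factors or library totals was 0.814. HIF-1 activity was not the common cause, since egl-9 hif-1, which lacks HIF-1, differed from N2 by 1.03, and loss of NMD was not, since egl-9, with NMD intact, differed by 0.973. Collagens lay above N2 in all 8 mutant genotypes, by 0.72 to 1.11. Between mutants the differences were smaller, with 0.05 in egl-9 hif-1 against egl-9 and smg-1 egl-9 against egl-9, -0.08 in smg-1 egl-9 against smg-1 and smg-2 egl-9 against smg-2, and between -0.30 and 0.04 in the others. The interactions with egl-9, which use N2, had -1.05 for smg-1 and -1.06 for smg-2, and those with hif-1, which use no N2 library, had 0.356 and 0.01. These values are consistent with N2 libraries that differ from all mutants. Whether that is a matter of stage, which was not measured, of the strain, or of responses to each mutation that do not add up stays open.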
